A study of Mus musculus with 2 samples. Its data were reported in "Macrophage-produced VEGFC is induced by efferocytosis to ameliorate cardiac injury and inflammation" (2022).

How the data were processed

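Bone marrow-derived macrophages of C57BL/6J mice were profiled by ChIP-Seq, in which crosslinked chromatin is precipitated with an antibody and the recovered DNA is sequenced. The antibody recognised histone H3 acetylated at lysine 27 (H3K27ac), a mark of active promoters and enhancers. Per the labels, 1 library came from macrophages kept in medium (Control), and 1 came from macrophages co-cultured for 6 h with apoptotic cells (ACs), which were Jurkat cells, a human T cell leukaemia line, killed by UV light. Chromatin was crosslinked with 1% formaldehyde for 10 min and quenched with 125 mM glycine for 5 min. Groups were taken from the sample labels, and each deposited peak list was matched to its library by the words in its name for the culture with or without apoptotic cells. The list headers number these libraries 2 and 5, and what the other numbers stand for is not given in the sources used here.

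The submitters' processing notes name Bowtie 1 and the mouse genome build mm9. The study's methods name HOMER for peak calling and downstream analysis, and the list headers show that the peaks of each library were annotated separately with the HOMER annotation program on mm9. The HOMER version, the peak calling mode, the thresholds and the use of an input library are not given in the sources used here. The peak score is a score that the authors deposited with each peak, and it was used only to describe, rank or filter peaks within a list. The focus ratio of a peak is a fraction between 0 and 1 that the authors deposited with it. The distance to the nearest transcription start site (TSS), the nearest gene and the genomic class of each peak were also those of the authors. Because only peaks above the caller's threshold are listed, a region without a peak has no value, and no table with values of both libraries over the same regions was analysed here. The planned comparison of signal between libraries was therefore not made.

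The depth of the libraries was not given. The scores were whole multiples of a fixed step after rounding to 1 decimal, and the step was found as the largest value that fitted at least 99.5% of the distinct scores up to 15. If HOMER's usual scaling to 10 M tags (M, 1e6) was applied, which the sources used here do not say, the step gives the number of tags in each library. On simulated scores with planted totals of 53000000 and 12500000 tags, this step gave 53001193 and 12500000.

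Peaks of both lists were compared with bedtools 2.31.1, and peaks that overlapped by at least 1 bp were called shared. Chance overlap was described with 100 circular shifts of the ACs list along each chromosome, given as a range. Of 2000 shared peaks planted in a simulated list of 14552 peaks, 2000 were recovered. Shares are given with exact Clopper-Pearson intervals at the 95% level, which cover counting error only and not differences between cultures. A gene was called marked in a list if it was the nearest gene of at least 1 peak. For each gene list fixed before the data were examined, the number of members marked in only 1 of the libraries was placed as a percentile among 10000 random lists of the same size, drawn from genes named in either peak list and matched on total peaks per gene. A percentile outside 2.5 to 97.5 was called outside the central range. In simulated data built on 13549 genes, a list of 40 genes with 20 planted as marked only with ACs reached percentile 100, and a random list of 40 genes lay at percentile 75.0. Gene symbols of the lists were joined to the peak lists by Entrez ID through a gene table of assembly GRCm38.p6, used for names only, and all entries were matched. With 1 library per group, no test between groups and no p-value was computed, and no difference has a replicate check.

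Genes were named by a rule fixed in advance. Vegfc, Stat6 and Cd36 were always given. In addition, the rule took the 10 genes with most peaks in each list among those with none in the other list, up to 4 members per gene list that were marked in 1 library only and had the highest scores, and the genes of the 5 highest peaks of each list. Where other genes are named, this is said, and a few genes that the rule took are not reported here. Alternatives were the upper 50% of each list by score, lists of equal length, autosomes only, other overlap rules (reciprocal 50%, peaks widened by 500 bp, peaks merged within 1 kb), limits of 10 kb and 1 kb on the distance to a TSS, unmatched random lists, and a window of 50 kb around the Vegfc TSS. Removal of peaks scoring above 30, windows of 20 kb, random lists drawn from 21900 protein-coding genes, and random lists drawn from the genes of a list together with those of other cell types and silent lineage genes were chosen after seeing the data. Of 50 clusters of 6 peaks planted among 54460 evenly placed peaks, the window count returned 53, chance clusters included. Positions are those of the deposited lists, whose headers name mm9. The peak positions themselves do not all go with that build. On chromosome Y, 14 Control peaks came to 0.154 per Mb of the span that peaks covered. That span is longer than chromosome Y of mm9. If the peaks lie on another build, the authors' distances, nearest genes, classes and repeats do not describe the sequence under them. Statements below that use these annotations hold only if peaks and annotation share a build. No mm9 sequence was used here, so motifs, GC content and mappability were not examined. Computation used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.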

Results

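H3K27ac was profiled in bone marrow-derived macrophages kept in medium (Control, 1 library) and in macrophages co-cultured for 6 h with UV-killed Jurkat cells (ACs, 1 library), to ask which regulatory regions are acetylated while macrophages take up apoptotic cells. The Control list held 54460 peaks and the ACs list held 14552 peaks, so 3.74 times as many regions were called without apoptotic cells. Merged peaks covered 8.77 Mb in Control and 2.26 Mb in ACs. Nearly all peaks had one width in each list, 160 bp in Control and 154 bp in ACs. The median peak score of the authors was 7.20 in Control (quartiles 5.50 and 9.20) and 9.60 in ACs (quartiles 8.0 and 11.1). The median focus ratio, the fraction HOMER gives for tags on the expected strand side of a peak's centre, was 0.935 in Control and 0.80 in ACs. The scores moved in steps of 0.188 in Control and 0.796 in ACs. If both were scaled to 10 M tags (M, 1e6), these steps correspond to 53.1 M tags in Control and 12.6 M in ACs, and the median peak held 38 and 12 tags. Under that assumption the libraries differed in depth as well as in culture, which bears on every comparison of list lengths.

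The first comparison asked how far the called regions coincided with and without apoptotic cells. Of the ACs peaks, 843 overlapped a Control peak, which was 5.79% of the ACs list (95% interval 5.42 to 6.18) and 1.55% of the Control list (1.45 to 1.66). Shifted ACs lists overlapped Control peaks 77 to 122 times, so the observed overlap was 8.39 times the shifted median of 100.5. The remaining 13709 ACs peaks and 53617 Control peaks had no overlapping partner. Of the 5 highest peaks of each list, 4 were shared. The highest peak of both lists lay between genes on chromosome 2, at 98667061 to 98667221 in Control (score 8614.5) and 98667066 to 98667220 in ACs (score 2929.7), with Lrrc4c as the nearest gene more than a megabase away. Further peaks of both lists lay near it, and the one next in height (5311 in Control and 2381.2 in ACs) was not shared in either list. After one more peak there came an intronic peak nearest to Mir1298 on chromosome X, which scored 2676.6 in Control and 873.3 in ACs, at 143482980 and 143482983. Cdon, a cell surface receptor gene, held the fifth peak of Control (1429.5, intron), and a peak 39.1 kb from Ybx3 was the fifth of ACs (551.7, intergenic). Both of these were shared. Among peaks scoring above 30, 51 of 63 in Control and 41 of 113 in ACs were shared. Such peaks stood far above the list medians of 7.2 and 9.6. Mappability was not examined, so their sharing may come from mapping and not from acetylation. With both lists reduced to their 14552 highest peaks, 2.30% of each was shared, and with peaks widened by 500 bp on each side, 14.5% of the ACs list and 3.99% of the Control list. Shifted lists were not compared with widened peaks, whose overlap by chance is also higher.

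Genomic position was compared next, because H3K27ac is known from active promoters and enhancers. By the authors' mm9 annotation, peaks of both lists lay mostly outside promoters. Intergenic peaks made up 58.5% of Control (58.1 to 59.0) and 66.5% of ACs (65.8 to 67.3), and intronic peaks 36.9% (36.5 to 37.3) and 30.6% (29.9 to 31.4). Promoters held 692 Control peaks, 1.27% (1.18 to 1.37), and 109 ACs peaks, 0.749% (0.615 to 0.903). Exons held 1.17% (1.08 to 1.26) of Control and 0.770% (0.634 to 0.925) of ACs peaks. All 4 pairs of intervals were apart. Shared peaks had no more promoters than other peaks, 7 of 843 in Control and 6 of 843 in ACs. The median distance to a TSS was 55.9 kb in Control and 116 kb in ACs. By the same annotation, peaks were only slightly denser near a TSS. A mismatch of build between peaks and annotation would itself flatten this profile. Per kb, the first 1 kb held 1.47 times as many peaks as the range from 5 to 10 kb in Control (1.38 to 1.57) and 1.30 times as many in ACs (1.09 to 1.53). Of 20 genes expressed in nearly all cells, including Actb and Gapdh, none had a peak within 1 kb of its TSS in either list, while 4.44% of all protein-coding genes had one in Control and 0.694% in ACs. At those shares, 20 genes drawn at random would often have none either.

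**Figure D1:**
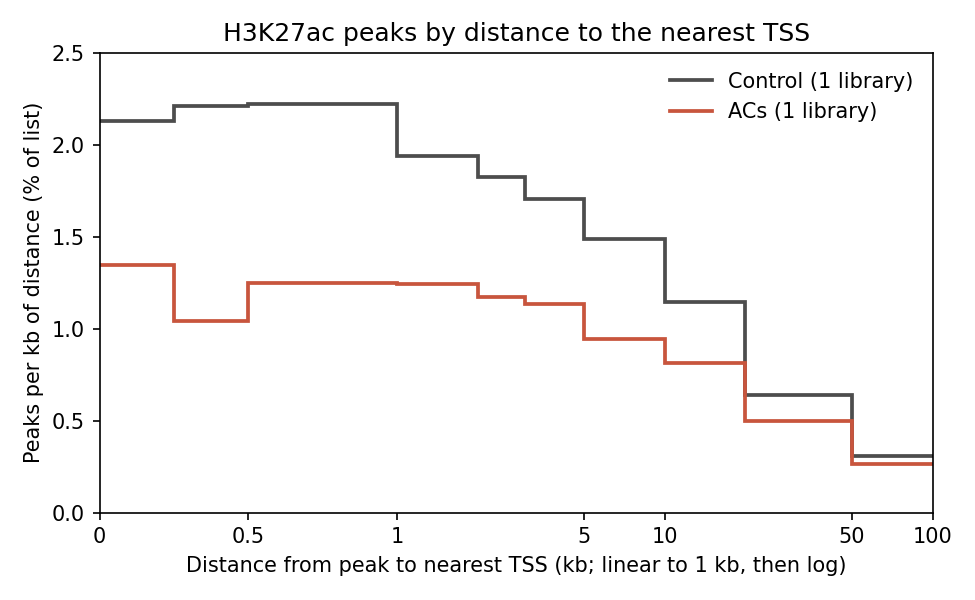
H3K27ac peaks of the Control and ACs libraries by distance to the nearest TSS (x axis, kb, linear up to 1 kb and logarithmic beyond), drawn as the percentage of each list per kb of distance (y axis); each step is 1 distance range of 1 library. Control lies at 2.13% per kb in the first 250 bp and 1.49% per kb at 5 to 10 kb, and ACs at 1.35% and 0.943%, so neither profile has a sharp rise at the TSS. Distances are those of the mm9 annotation, whose build may not be that of the peaks.

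Genes were then sorted by whether they were marked with or without apoptotic cells. All gene names are those of the mm9 annotation and would not belong to their peaks if these lie on another build. Control peaks named 12926 genes and ACs peaks named 4914. Both lists named 4291 genes, so 87.3% of the ACs genes (86.4 to 88.2) were also marked in Control. No chance value was computed for this share, because no mm9 gene positions were used, and genes far from their neighbours are named more readily in any list. Only Control marked 8635 genes and only ACs marked 623. Ifih1, which encodes the cytosolic double-stranded RNA sensor MDA5, led the genes marked only with ACs. It held 5 ACs peaks on chromosome 2 between 62457377 and 62483443, with scores from 7.20 to 11.9, each in an intron and the nearest 0.946 kb from the TSS. Mir149 followed with 4 peaks, the nearest at 2.04 kb. Mrgprb8, Ugt2a3, Olfr1154, Phlda1, Vmn1r224, Ttc5, Elf4 and Olfr866 had 3 peaks each, and in Phlda1 and Elf4, an ETS family transcription factor gene, the nearest peak was 18.6 kb and 10.2 kb from the TSS. Olfr1154, Olfr866 and Vmn1r224 belong to the olfactory and vomeronasal receptor families. Among genes marked only in Control, Gm17821 held 34 peaks, Pid1 25, Gja1 (connexin 43) 23, Ptchd3 and Gm6567 22 each, and Tab2, Tmevpg1 and B230209E15Rik 20 each. Ptpn1, encoding the phosphatase PTP1B, and Ccng1 had 19 each. Pid1 had 3 peaks within 10 kb of its TSS, the nearest at 0.235 kb, and Ptpn1 had 4, the nearest at 0.798 kb, whereas the nearest peak of Gja1 was 17.2 kb away. With equal list lengths, 1975 genes were marked only with ACs and 3615 only in Control.

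The fixed gene lists asked whether pathways of uptake, repair and inflammation were marked differently. Their counts and percentiles rest on the same gene names and carry the same doubt on the build. In all 20 lists more members were marked in Control than in ACs, but the Control list was 3.74 times as long. With equal lengths this did not hold in every list. Resolution and repair genes then had 6 members marked only with ACs and 5 only in Control, and NF-kB genes had 2 and 11. Of the 476 genes, 275 were marked in Control, 106 in ACs and 95 in both, and 11 were marked only with ACs. No list lay outside the central range of random lists for members marked only with ACs. For members marked only in Control, the endothelial list did, with 7 of its 8 named members against a random median of 5 (percentile 98.4). With peaks limited to 10 kb from a TSS, no list was outside the range.

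Lymphangiogenic and VEGF genes had 15 of 21 members marked in Control and 10 in ACs, and 9 in both. Flt4, which encodes the VEGFC receptor VEGFR3, was marked only with ACs, by a peak of score 18.3 in intron 1 on chromosome 11 at 49435345 to 49435499, 12.2 kb from the TSS. Prox1, the lymphatic endothelial regulator, had 13 peaks in Control, the nearest 35.9 kb from its TSS, and none in ACs. Angpt2 had 4 and Pdpn 1 in Control alone (percentiles for ACs only and Control only 80.4 and 38.6). Of 37 genes for recognising and taking up apoptotic cells, 21 were marked in Control and 12 in ACs, and each of these 12 was marked in both libraries. Elmo1, an engulfment adaptor, had 18 peaks in Control alone, the nearest 38.1 kb from a TSS. Tyro3 had 4, the scavenger receptor gene Lrp1 3 and Cx3cr1 2, also in Control alone (28.1 and 21.6). LXR, PPAR and lipid genes were marked in 20 of 32 cases in Control and 6 in ACs. Rxra had 3 Control peaks, and Angptl4 and Lpcat3 1 each, with none in ACs (23.5 and 68.8).

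STAT6 and alternative activation genes were marked in 22 of 28 cases in Control and 9 in ACs (16.4 and 46.0). Arg1, the arginase of alternatively activated macrophages, had 5 Control peaks, one of them 3.30 kb from the TSS in intron 1. Chil3 had 3, Mgl2 2 and Cish 1, and none of these had a peak in ACs. Within 10 kb of a TSS, 17 members were marked in Control and 2 in ACs. Inflammatory NF-kB genes were marked in 24 of 37 cases in Control and 5 in ACs (18.0 and 93.7). Il1b had 4 Control peaks, Nfkb2 2, and Ccl5 and Csf2 1 each, without an ACs peak, and the Ccl5 peak (score 12.6) lay in its promoter at 83344571 to 83344731 on chromosome 11. Of 31 interferon response genes, 13 were marked in Control and 4 in ACs. Besides Ifih1, marked only with ACs, Oas2 had 4 peaks in Control alone and Ifi204 and Gbp3 1 each (72.6 and 72.7).

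Resolution and repair genes held 3 members marked only with ACs, among 18 of 28 marked in Control and 9 in ACs (91.2 and 5.90). Fpr2, a formyl peptide receptor that binds annexin A1 and lipoxin, had a peak of score 16.7 at 18022845 to 18022999 on chromosome 17, 1.87 kb upstream of its TSS. Lif had 6 peaks, Alox5ap 4 and Plaur 1 in Control alone. Immediate early and AP-1 genes were marked in 15 of 28 cases in Control and 5 in ACs (63.2 and 79.4). Atf3, a stress-induced transcription factor gene, had 2 peaks with ACs alone, at 13.6 and 24.6 kb upstream, while Nr4a3 had 9, Fos 8 and Egr3 6 in Control alone. The nearest Control peak lay 13.45 kb from the TSS for Nr4a3, 8.59 kb for Fos and 34.0 kb for Egr3. Oxidative stress genes were marked in 12 of 23 cases in Control and 3 in ACs (93.4 and 63.4). The iron exporter gene Slc40a1 had 2 peaks with ACs alone and the glutathione reductase gene Gsr 1, while Cat had 3 and Prdx1 1 in Control alone. Metabolic genes of efferocytes were marked in 16 of 22 cases in Control and 9 in ACs (31.6 and 14.8), with Azin1 (4 peaks), Hk3 (3), Ldha (1) and Slc2a1 (1) in Control alone. The Ldha peak was 0.186 kb from its TSS. Lysosome and phagosome genes were marked in 14 of 31 cases in Control and 5 in ACs (46.0 and 31.9). Ctsk had 5 peaks, Map1lc3b 1 and Rab7 1 in Control alone.

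Macrophage identity genes were marked in 13 of 29 cases in Control and 7 in ACs (79.7 and 38.8). Maf had 10 peaks in Control alone, at 51.9 to 598 kb from its TSS. Adgre1 (F4/80) had 4 and Spi1 (PU.1) 3, also in Control alone, the nearest at 4.91 and 3.61 kb. Markers of other cell types were marked too. In Control, 17 of 25 T cell, 5 of 12 B cell, 7 of 15 neutrophil, 12 of 13 fibroblast, 8 of 12 endothelial and 6 of 12 dendritic cell genes had a peak, against 9, 0, 1, 3, 1 and 4 in ACs. The percentiles for Control only were 19.5, 94.2, 67.9, 91.3, 98.4 and 10.8, and those for ACs only were 30.6, 34.2, 28.6, 35.9, 37.4 and 42.6. Examples with peaks in Control alone were Tcf7 (6), Cd2 (3), Cd5 (2) and Cd6 (1) for T cells, Ebf1 (7), Ms4a1 (5) and Cd79a (1) for B cells, Mpo (2), Ltf (1), Camp (1) and S100a9 (1) for neutrophils, Col1a2 (6), Col5a1 (5), Prrx1 (3) and Fbn1 (2) for fibroblasts, Erg (8), Cdh5 (7), Pecam1 (3) and Tie1 (2) for endothelium, and Xcr1 (3) and Zbtb46 (1) for dendritic cells. The Cdh5 peaks lay 14.6 to 238 kb from its TSS. Genes silent in macrophages were marked in 15 of 24 cases in Control and 6 in ACs (67.3 and 62.8), with Nanog (5), Myog (3), Nkx2-5 (3) and Gcg (3) in Control alone. Housekeeping genes were marked in 5 of 20 cases in Control and 1 in ACs (37.5 and 66.0). Ywhaz had 7, Canx 2, B2m 1 and Rpl4 1 peak in Control alone.

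**Figure D2:**
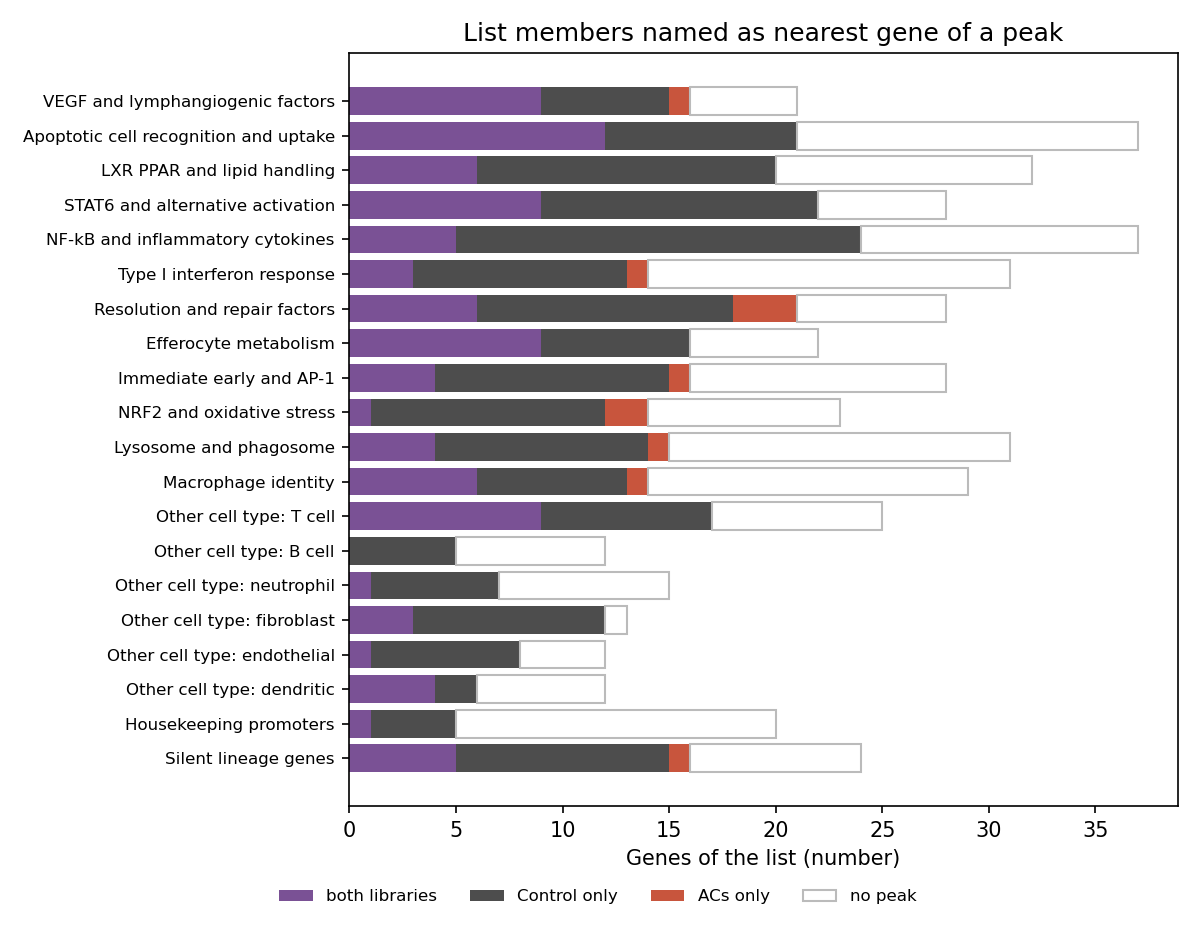
Members of each fixed gene list that were the nearest gene of a peak in both libraries, in Control only, in ACs only or in neither (x axis, number of genes; 1 bar per list, 1 library per group). The only-ACs part is at most 3 genes, in the resolution and repair list, while the NF-kB list has 19 members marked in Control only and 5 in both.

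The last comparison concerned Vegfc, whose product drives lymphatic growth and whose locus the study followed during uptake of apoptotic cells, together with Cd36 and Stat6. Annotation distances placed the Vegfc TSS at position 55162886 of chromosome 8. The 9 peaks given to Vegfc, 6 of Control and 3 of ACs, all led to that position. Within 100 kb of it, ACs had 1 peak, at 55066197 to 55066351 (score 6.40, 96.6 kb upstream, intergenic), and Control had none. Within 50 kb neither list had a peak. Further upstream, ACs had intergenic peaks at 54999826 to 54999980 (score 11.9, 163 kb) and 54951608 to 54951762 (score 8.0, 211 kb). Control had 6 intergenic peaks between 54944959 and 55033813, 129 to 218 kb upstream, with scores from 4.3 to 13. The highest of these lay at 54947374 to 54947534. No Control and ACs peak overlapped here, and no peak given to Vegfc lay in the gene or its promoter in either list. These distances set the TSS of the mm9 annotation against peak positions that may lie on another build. In that case another region than Vegfc was examined. The ACs peak within 100 kb scored below the lower quartile of its list, 8.0, and without replicates its presence in 1 list is not shown to differ between the cultures. The study read its H3K27ac data as fitting an activated Vegfc locus during efferocytosis, beside qPCR, protein and STAT6 inhibitor experiments. The peak lists as annotated do not show this. They do not speak against it either, since the build of the peak positions is in doubt and signal at the locus was not compared.

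**Figure D3:**
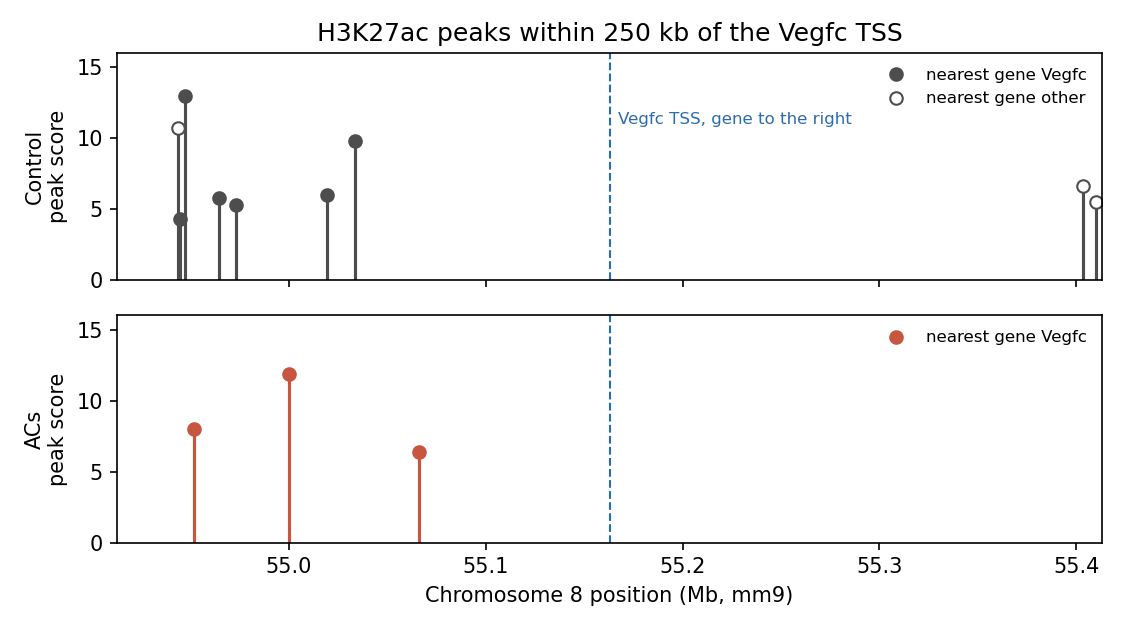
Peaks within 250 kb of the Vegfc TSS on chromosome 8 (x axis, Mb, mm9) with the authors' peak score (y axis, scaled within each library), Control above and ACs below; filled points have Vegfc as nearest gene, open points another gene, and the dashed line is the TSS. The 9 Control and 3 ACs peaks do not overlap, and the ACs peak at 96.6 kb upstream is nearest to the TSS. The TSS is that of the mm9 annotation, whose build may not be that of the peaks.

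By the same mm9 annotation, Cd36, a scavenger receptor gene, had 4 peaks in Control and 2 in ACs on chromosome 5, none of them shared. One ACs peak (17341203 to 17341357, score 8.80) lay in intron 1, 434 bp downstream of a TSS, and the other (17221077 to 17221231, score 10.3) in intron 14 of the neighbouring gene Sema3c, 121 kb from the Cd36 TSS. The Control peaks were at 17392227 to 17392387 (score 12.2, intron 1, 2.47 kb from another TSS of the gene), in intron 3 (4.90, 13.6 kb), and between genes at 68.9 kb and 33.7 kb (14.1 and 6.60). Stat6 had 1 Control peak, at 127070610 to 127070770 on chromosome 10 (score 3.80, intergenic, 9.35 kb upstream), and none in ACs.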

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

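All tests of explanations in this part were chosen after the result was seen, except the comparison of LINE elements among intergenic peaks. With 1 library per group, a biological difference and a difference between the libraries are confounded throughout.

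Repeat annotation, which no comparison above used, differed between the lists. These labels come from the mm9 annotation and would not describe the sequence under the peaks if these lie on another build. LINE elements, nearly all of the L1 family, lay under 24.1% of ACs peaks (23.5 to 24.9) and 19.0% of Control peaks (18.7 to 19.3). Satellite sequence lay under 0.151% of ACs peaks (0.0948 to 0.229), or 22 peaks, and 0.0514% of Control peaks (0.0342 to 0.0743), or 28 peaks. SINE elements went the other way, with 5.60% of ACs peaks (5.23 to 5.99) and 7.89% of Control peaks (7.67 to 8.12). A larger intergenic part of the ACs list was a candidate source of the LINE difference, but among intergenic peaks alone the ACs share was still 4.19 percentage points higher (28.9% against 24.7%). Base composition bias, mappability and human Jurkat DNA read as mouse repeats remain open, since no reads or mm9 sequence were examined, and so does a change in the macrophages.

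Few peaks were shared between the lists, and lower depth of the ACs library was the first technical explanation weighed. Of the 5446 Control peaks in the highest 10% by score, fewer than the ACs list has peaks, 3.42% overlapped an ACs peak (2.95 to 3.93), whereas a shallower library of the same regions would have been left mostly with the tallest. In the other direction, 10.8% of the highest 10% of ACs peaks by score (9.24 to 12.5) overlapped a peak of the longer Control list. Both values argue against depth as the whole cause only if a region called in both libraries gives overlapping peaks. That was not examined. Peaks of 160 and 154 bp shifted within one region count as not shared, and these 2 shares were not recomputed with widened peaks. Poor enrichment of one or both libraries and a redistribution of acetylation after uptake were not tested and stay open. Few promoter peaks, 1.27% in Control and 0.749% in ACs, would go with poor enrichment. Peaks and annotation on different builds would give few promoter peaks too. The 20 housekeeping genes without a peak within 1 kb do not decide it, since random genes would often have none either.

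By the mm9 annotation, peaks gathered little at TSSs. Windows of 20 kb with at least 4 peaks numbered 776 in Control and 40 in ACs once peaks scoring above 30 were left out. Evenly placed peaks gave at most 161 and 4, which argues against evenly placed background in both lists. Uneven background that takes no account of genes stays open in Control. Of STAT6 genes, 60.7% (40.6 to 78.5) had a peak within 10 kb of a TSS (percentile 100 among random lists of protein-coding genes). This goes against such background only if peaks and annotation share a build. Genes of other cell types and silent lineage genes, pooled, also lay above random genes, at 36.0% (27.1 to 45.7, percentile 99.1), and the 12 macrophage and pathway lists together had no larger share (121 of 346 genes, 95% interval 29.9% to 40.3%). Against those pooled genes of other cells, the STAT6 list, the highest of 20 lists, lay at percentile 99.1, and at 92.4 with the Control list reduced to 14552 peaks, and the NF-kB list at 85.3. With ACs the shares were 6.31% (2.57 to 12.6) for genes of other cells and 7.14% (0.877 to 23.5) for STAT6 genes, too few genes to decide.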

How the results depend on the processing

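Removal of peaks scoring above 30 was chosen after seeing the data, and the other alternatives before the data were examined. Of 88 values recomputed for the main results, 55 stayed within their interval or within 1.5 times their count, and 33 moved. The cause was not tested unless the setting itself gives it.

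Using the upper 50% of each list by score left 27230 Control and 7276 ACs peaks by construction. It gave shared peaks of 1.10% of Control and 4.11% of ACs, Control shares of 57.8% intergenic, 37.4% intronic and 1.37% promoter peaks, 2518 genes marked in both, 2 Vegfc peaks in Control and 1 in ACs, and 2 gene lists outside the central range for Control only. Equal lengths gave 2.30% shared in each list, Control shares of 57.2% intergenic, 37.7% intronic, 1.33% exonic and 1.49% promoter peaks, and 3615 genes marked only in Control and 1975 only with ACs, since fewer Control peaks were used. Autosomes alone gave 58.1% intergenic peaks in Control. Reciprocal overlap of 50% lowered sharing to 0.957% of Control and 3.58% of ACs, widening by 500 bp raised it to 3.99% and 14.5%, and leaving out peaks above 30 gave 1.44% of Control. Within 10 kb of a TSS, 688 genes were marked in both and 0 lists were outside the central range for Control only. Within 1 kb, 28 genes were marked in both, 1089 only in Control and 149 only with ACs, again with 0 lists. Within 50 kb of the Vegfc TSS, there were 0 Control and 0 ACs peaks.

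With the upper 50%, equal lengths, autosomes alone and without peaks above 30, the promoter share was higher and the intergenic share lower in Control than in ACs. Of 244 values for single gene lists and for Cd36 and Stat6, 162 stayed within 1.5 times and 82 moved, 57 of these downward. Autosomes alone left 39 of the values equal and removal of peaks above 30 left 40, settings that touch few list genes. With equal lengths, 14 moved up and 17 down, while 5 were equal, 1 rose and 3 fell within 1.5 times. Alternatives for signal ratios (pseudocounts, low filter, median scaling) were not run, because no table of both libraries over the same regions was used. No paired analysis was possible because each group had 1 library. If scores were scaled to 10 M tags (M, 1e6), a median ACs peak held 12 tags, which limits statements on single loci.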

Other observations

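The windows, the random lists of protein-coding genes and the genes named in this part were chosen after the data were seen, while the limits of 10 kb and 1 kb around a TSS were planned.

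Control peaks formed dense groups at some loci. A 20 kb window without an ACs peak is the usual case, because the ACs list is short. Of the 20 kb windows with 7 or more Control peaks, 6 had no ACs peak. The densest, on chromosome 9 from 123920000 to 123939999, held 8 Control peaks nearest to the chemokine receptor gene Ccr3, and a window with 5 Control peaks between Ccr2 and Ccr3 followed at 123960000. Clec4a1, a C-type lectin receptor gene of myeloid cells, had 7 in the window from 122860000 to 122879999 on chromosome 6, at a median of 2.64 kb from the TSS. The other four lay nearest to Myof, Zfp704 with C030034L19Rik, Spink4 and Mad1l1, with 7 peaks each. Against random lists of protein-coding genes, the VEGF and lymphangiogenic list alone lay above the central range for members in windows with at least 4 Control peaks (3 of 21, Kdr, Pdgfc and Prox1, percentile 98.6; 0 of 21 in the upper 50% of the Control list), while the NF-kB list (93.4), the macrophage identity list (86.1) and the interferon list (59.3) did not. A window 14.2 kb from Fos held 6 Control peaks and no ACs peak. Over all 781 windows with at least 4 Control peaks, 570 (73.0%, 69.7 to 76.1) had no ACs peak, and the median distance to a TSS was 32.5 kb. Shifted ACs lists placed a median of 88 peaks in the 776 such windows left without peaks above 30. Most windows would thus lack an ACs peak by placement alone, and the empty ones show no loss with ACs. The 44 windows with at least 4 ACs peaks lay farther from genes, at a median of 130 kb, and 13 had no Control peak. With the Control list reduced to 14552 peaks, it still had 81 such windows.

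ACs peaks favoured the same neighbourhoods. With peaks above 30 left out, 275 ACs peaks fell in the dense Control windows, against 61 to 116 in shifted lists, and 217 of the 275 overlapped no Control peak. This was 1.90% of the ACs list.

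Compared with random lists of protein-coding genes, 17 of 28 STAT6 and alternative activation genes had a Control peak within 10 kb of a TSS, where random lists averaged 7.25 (percentile 100). The genes were Arg1, Batf3, Chil3, Cish, Clec10a, Clec7a, Egr2, F13a1, Irf4, Klf4, Mgl2, Mrc1, Pdcd1lg2, Retnla, Socs1, Stat6 and Tfec. Inflammatory NF-kB genes had 17 of 37, against 9.56 (percentile 99.6), and 5 of them (Ccl5, Cxcl3, Nfkb1, Nfkbiz and Rela) had a peak within 1 kb (98.8), while the STAT6 list had 2 of 28 there (75.5). For genes of other cell types, the percentiles at 10 kb were 93.7 for T cells (10 of 25), 93.7 for fibroblasts (6 of 13), 87.6 for dendritic cells (5 of 12), 73.9 for neutrophils (5 of 15), 72.2 for B cells (4 of 12) and 48.8 for endothelium (3 of 12), and silent lineage genes lay at 89.6 (9 of 24). Pooled, the genes of other cell types and silent lineage genes lay at percentile 99.1 themselves (40 of 111). Among random lists drawn together with that pool, the STAT6 list lay at 99.1 and the NF-kB list at 85.3. With the Control list reduced to 14552 peaks, the STAT6 list had 8 members (percentile 99.9) and the NF-kB list 5 (85.3). Against the pool these were 92.4 and 36.3. In ACs the same lists had 2 (68.6) and 1 (25.6). Macrophage identity genes had 10 of 29 in Control (84.7) and 4 in ACs (95.6).

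Among all fixed list genes, 5 had an ACs peak within 1 kb of a TSS, and 29 had a Control peak there. The 5 were Cd36, Ifih1, Flt1 (VEGFR1, intron 1, 148536967 to 148537121 on chromosome 5, score 9.60), Cebpa (exon 1, 35904532 to 35904686 on chromosome 7, score 9.60) and the T cell gene Cd8b1 (intron 1, score 11.1).

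Peaks were also unevenly spread over chromosomes. Chromosome X had 9.84 Control peaks per Mb, 0.445 times the autosome median of 22.1, and 3.53 ACs peaks per Mb, 0.626 times the median of 5.65. Among autosomes, chromosome 7 was lowest and chromosome 16 highest in both lists, at 17.7 and 25.6 per Mb in Control and 2.99 and 8.31 in ACs.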
